# Protective Gene Expression Changes Elicited by an Inherited Defect in Photoreceptor Structure

**DOI:** 10.1371/journal.pone.0031371

**Published:** 2012-02-20

**Authors:** Yagya V. Sharma, Radu I. Cojocaru, Linda M. Ritter, Nidhi Khattree, Matthew Brooks, Alison Scott, Anand Swaroop, Andrew F. X. Goldberg

## Abstract

Inherited defects in retinal photoreceptor structure impair visual transduction, disrupt relationship with the retinal pigment epithelium (RPE), and compromise cell viability. A variety of progressive retinal degenerative diseases can result, and knowledge of disease etiology remains incomplete. To investigate pathogenic mechanisms in such instances, we have characterized rod photoreceptor and retinal gene expression changes in response to a defined insult to photoreceptor structure, using the *retinal degeneration slow* (*rds*) mouse model. Global gene expression profiling was performed on flow-sorted *rds* and wild-type rod photoreceptors immediately prior and subsequent to times at which OSs are normally elaborated. Dysregulated genes were identified via microarray hybridization, and selected candidates were validated using quantitative PCR analyses. Both the array and qPCR data revealed that gene expression changes were generally modest and dispersed amongst a variety of known functional networks. Although genes showing major (>5-fold) differential expression were identified in a few instances, nearly all displayed transient temporal profiles, returning to WT levels by postnatal day (P) 21. These observations suggest that major defects in photoreceptor cell structure may induce early homeostatic responses, which function in a protective manner to promote cell viability. We identified a single key gene, *Egr1*, that was dysregulated in a sustained fashion in *rds* rod photoreceptors and retina. *Egr1* upregulation was associated with microglial activation and migration into the outer retina at times subsequent to the major peak of photoreceptor cell death. Interestingly, this response was accompanied by neurotrophic factor upregulation. We hypothesize that activation of *Egr1* and neurotrophic factors may represent a protective immune mechanism which contributes to the characteristically slow retinal degeneration of the *rds* mouse model.

## Introduction

Human vision begins with rod and cone photoreceptors, light-sensitive ciliated sensory neurons situated in the neural retina. These fragile cells are susceptible to a variety of insults, which can impede their function and viability and cause retinal degeneration and vision loss. Vertebrate animal models, and in particular mice, have been a valuable resource to identify molecules essential for normal photoreceptor physiology. Although a wide variety of naturally occurring and engineered mouse models have been investigated for retinal degeneration [1], and a majority of vision loss in inherited photoreceptor degenerations is known to result from secondary pathogenic processes, the detailed mechanisms by which genetic defects cause retinal degeneration continue to be debated [2]–[5]. Further advances are needed to improve understanding of normal photoreceptor physiology and implement more effective clinical treatments. It is anticipated that insights into the relatively simple monogenic diseases can simultaneously shed light on widely prevalent loss-of-sight conditions with multifactorial etiologies.

The *retinal degeneration slow (rds)* mouse (also known as *Prph2^Rd2^*) has been the focus of numerous investigations of photoreceptor and retinal structure, function and viability [6]–[8]. This naturally occurring model results from a spontaneous insertion of viral DNA into the *rds* (also known as *Prph2*) gene to produce a null allele [9]. Complete loss of the gene product (peripherin/rds) in homozygous null animals prevents elaboration of rod and cone photoreceptor outer segments (OSs) – the specialized ciliary organelles upon which vertebrate light detection depends [10]. Surprisingly, this massive structural defect is not catastrophic for photoreceptor viability. Instead, cells undergo a relatively slow rate of degeneration that occurs over a period of months [11], [12], and has prompted evaluation of several therapeutic strategies [13]–[15].

A previous study applied a whole-retina microarray approach to the *rds* model to identify genes associated with retinal degeneration [16]. Here, we investigate the global transcriptome response of purified *rds* rod photoreceptors to lack of peripherin/rds and absence of OSs. Our findings suggest that a combination of homeostatic mechanisms may contribute to the protracted time course of retinal degeneration in the *rds* retina.

## Results

### Identification of differentially expressed genes in *rds* rod photoreceptors

To investigate how inherited defects in photoreceptor structure can affect cell viability, we adopted a flow-sorting method for identifying transcriptome changes in rod photoreceptors [17]. We applied this technique to the *rds* mouse retina, since this animal model possesses a well-defined monogenic defect in photoreceptor structure, and mutations in *rds* produce a broad spectrum of human retinal disease [18], [19]. Figure 1A illustrates the rationale underlying our approach. OSs of murine rod photoreceptors develop in the postnatal pup; their elaboration begins at ∼P10, they establish contact with the RPE by ∼P14, and attain their full length by ∼P21. Although *rds* (−/−) photoreceptors differentiate and establish otherwise normal morphology, they fail to elaborate OSs, do not establish a normal relationship with the RPE, and thereafter degenerate over a protracted time course [8]. To document early gene expression changes in rods that fail to elaborate OSs and attach to the RPE, we performed microarray analyses of flow-sorted rod photoreceptors from young murine retinas at times prior (P6, P9) and subsequent (P14, P21) to the age at which OSs are normally elaborated (P10) [20].

**Figure 1:**
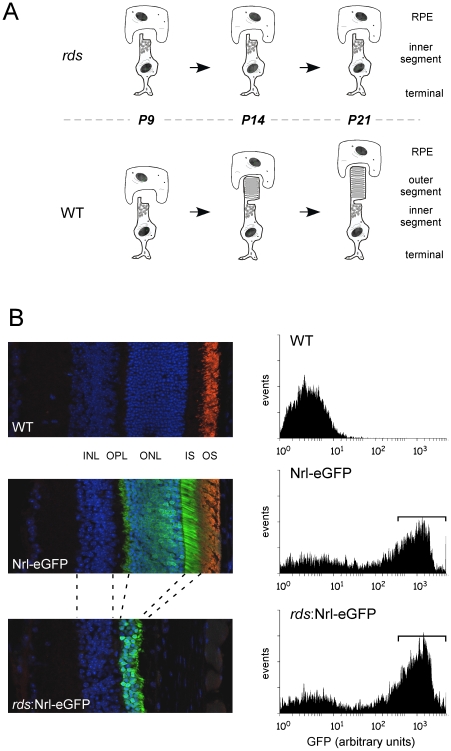
Strategy and sample generation for gene expression profiling of structurally abnormal rod photoreceptors. (A) Photoreceptors in the *rds* mouse fail to elaborate OSs. OS disk membrane biosynthesis begins at ∼P10, OSs are well established by P14, and reach full length by ∼P21. (B) *Left panels*: immunofluorescence analyses of retinal cryosections; DAPI-stained nuclei appear blue. eGFP labeled photoreceptors (green) were observed in WT, Nrl-eGFP and *rds*:Nrl-eGFP retinas; however, OSs labeled with anti-P/rds antibody PabMPCT (red), were only detected in WT and Nrl-eGFP retinas. *Right panels*: fluorescence-activated cell sorting was utilized to enrich rod photoreceptors from trypsin-dissociated mouse retinas. Typical histograms, generated using a BD Biosciences FACSVantage SE cell sorter, illustrate GFP-containing rod photoreceptors detected in dissociated (P9) retinas from Nrl-eGFP and *rds*:Nrl-eGFP, but not WT mice. Collected rod cell fractions, typically ∼500,000 cells per retina, are indicated (brackets).

Rod photoreceptors in a congenic line of *rds* (−/−) mice were genetically labeled by transfer of a Nrl-eGFP transgene from an established line [17]. We confirmed the transfer and retention of the *rds* (−/−) phenotype by examination of retinal cryosections. We observed that retinas from P14 WT, Nrl-eGFP, and *rds*:Nrl-eGFP animals each expressed eGFP, as indicated by robust green fluorescence in their outer nuclear layers (ONLs; Fig. 1B). This result is consistent with the observation that the Nrl-GFP transgene drives onset of GFP expression shortly after terminal division and cell cycle exit of cells fated to be rods [17]. In contrast, photoreceptor OSs were present in WT and Nrl-eGFP, but not *rds*:Nrl-eGFP retinas - as assayed by anti-P/rds immunohistochemistry (Fig. 1B). These results are consistent with a well-documented lack of OSs in *rds* homozygotes [10].

P6, P14, and P21 retinas from Nrl-eGFP and *rds*:Nrl-eGFP animals were enzyme dissociated, and GFP-labeled rods were isolated by FACS. Figure 1B shows typical histograms of GFP-based sorting of cell samples from each genotype; ∼500,000 GFP-positive cells were typically collected per retina and ∼1 µg of total RNA was obtained from one animal. Global gene expression in processed samples was assessed by hybridization to Affymetrix Gene chips; four to five biological replicates were assayed per genotype at each time point. 

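Rods marked by the Nrl-eGFP transgene were sorted from rds:Nrl-eGFP retinas and from Nrl-eGFP (WT) retinas at P6, P9, P14 and P21, and the RNA of each sample was hybridized to 1 array. The labels give 4 arrays per genotype and age, except at P14, where they give 4 rds and 3 WT arrays, 31 in all. Rod genes gave signal in all of them: of 28 genes of rod phototransduction and the outer segment with a probe set of their own, 22 to 26 had a mean log2 value of at least 5 in each condition, with a median of 8.20 in WT rods at P6 and 11.05 at P21. Prph2, the gene that carries the rds insertion, was lower in rds at P21, with a mean of 7.58 (SD 0.51) against 10.31 (SD 0.39) in WT (n = 4 and 4, exact permutation test, two-sided, p = 0.0286, the smallest that these group sizes allow). At P14 the means were 7.79 (SD 0.90) in 4 rds arrays and 9.02 (SD 0.86) in 3 WT arrays (exact p = 0.143), and at P6 they were 8.93 (SD 0.20) and 7.89 (SD 0.96) (exact p = 0.0571). At P9 the rds mean was 7.95 (SD 0.53), and the 4 WT arrays ranged from 3.50 to 8.79 around a mean of 5.26 (exact p = 0.143). In the limma fit over all arrays, Prph2 was called higher in rds at P9 (2.69, adjusted p = 0.00476). That call was lost with the P9 arrays fitted alone (adjusted p = 0.0632).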

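The values used are the GCRMA log2 values that the authors deposited for each array, and no further normalization was applied to them. Gapdh and actin have control probe sets at both ends of the transcript, and a 3' signal far above the 5' signal is a sign of shortened RNA or cDNA. For Gapdh this log2 difference was 3.15 in WT P6 replicate 1, 2.58 in WT P9 replicate 2 and 3.21 in WT P14 replicate 1, and at most 2.05 in every other array. For actin it was 2.63, 0.91 and 2.10 in these 3 arrays, so that actin sets only the first of them apart in this direction: the second is the lowest of all 31 arrays, and the third lies among the other arrays of P14 (1.64 to 2.83). The genotypes' means of this difference did not separate at any age (exact permutation p between 0.257 and 0.857). The median Pearson r of an array with the others of its condition, across probe sets, averaged 0.956 in rds against 0.904 in WT at P6, 0.960 against 0.887 at P9, 0.934 against 0.859 at P14 and 0.950 against 0.949 at P21. These values share pairs of arrays, so no test of them is given.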

Array data was analyzed using two way ANOVA, p-values were calculated using the Benjamini-Haschberg method to control for the false discovery rate, with limitations of p-value ≤0.05 and fold changes restricted to ≥2.0. 

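In sorted rods, 2343 of the 15961 probe sets tested differed between rds and WT by at least 2-fold at an adjusted p of at most 0.05 at P6, P14 or P21. Of these, 814 were higher and 1529 lower in rds, and they stand for 1524 genes with a symbol of their own. A single gene, Glo1, which encodes the methylglyoxal-detoxifying enzyme glyoxalase 1, passed at all 3 ages, and 0 did without rds P6 replicate 2 or WT P6 replicate 1. A further 338 probe sets passed at 2 of the ages and 2004 at 1 age only. Glo1 lies 16.3 Mb from Prph2, where a segment carried along with the rds allele may account for its differences. Another Glo1 probe set was also lower at P6, P14 and P21 (-0.86, -2.18 and -1.93) but did not pass at P6. Each age was tested as the difference between the rds and WT means in 1 limma fit over all arrays. With a stricter filter, a log2 value of 7 in 3 arrays, the count was 1413.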

Using these criteria, a total of 1603 probes were observed to be differentially regulated in the *rds*:Nrl-GFP rods at one or more time points (Table S1). Genes exhibiting differential expression were relatively rare at P6 (154) but increased with age; 725 and 1190 were identified at P14 and P21 respectively.

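At P6, 2 probe sets passed and both were lower in rds (n = 4 per genotype, limma). Miat, a long noncoding RNA of neurons, fell by 2.68 on the log2 scale (SE 0.32, adjusted p = 5.32e-05), and Glo1 fell by 2.05 (SE 0.33, adjusted p = 0.00636). Over all probe sets, 620 had an unadjusted p under 0.05. Markers of bipolar cells were lower as a group (camera adjusted p = 0.00335, and adjusted p = 0.0176 with an estimated correlation) although 0 of the 6 members measured passed alone (2 down when adjusted over the list alone). Their median difference was -0.29 and their mean -0.72, with Isl1 at -1.86 and Lhx4 at -1.76 (adjusted p = 0.0898 for each). Complete separation of rds from WT arrays was seen in 635 of the 15961 probe sets, where chance separates 2.86%. The count was 1 without rds P6 replicate 2 or WT P6 replicate 1, 4 without WT P14 replicate 2, 12 without WT P6 replicate 2 and 14 without rds P6 replicate 4, and it ranged from 0 to 204 over the other settings tried. The Glo1 call was lost without rds P6 replicate 2 or WT P6 replicate 1, and the bipolar call without WT P6 replicate 2 (adjusted p = 0.0528). With the P6 arrays fitted alone 0 probe sets passed, so the calls of both Miat and Glo1 were lost there.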

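At P14, 787 probe sets passed, 178 of them higher and 609 lower in rds, for 591 genes (n = 4 rds and 3 WT arrays). The largest falls were in Ttr, the thyroid hormone carrier transthyretin (-3.83, SE 0.62, adjusted p = 0.00141), in the dopamine receptor Drd4 (-3.59, SE 0.45, adjusted p = 3.54e-05), and in Glo1 (-3.40, adjusted p = 2.41e-06). The cell polarity gene Gpsm2 (-3.32), Pdzph1 (-3.29), Romo1, a mitochondrial membrane protein (-3.11), and the lipoprotein-associated phospholipase Pla2g7 (-3.03) fell as well. Among the largest rises were Cdc5l, a spliceosome component (2.13), Slfn4 (2.09), the GTPase-activating protein Arhgap31 (2.03) and the LIM-domain gene Lmo3 (1.88), with adjusted p between 0.00467 and 0.00841. Ptdss2 fell at a weaker probe set (-3.29), while its brightest probe set gave -0.02. Of the 787, 570 separated rds from WT arrays completely, as did 2034 of all probe sets tested, where chance separates 5.71%. The share higher in rds was 22.6%, and 33.1% after quantile normalization between arrays (205 higher, 414 lower). The count was 65 without WT P14 replicate 1, 116 without WT P14 replicate 2 and 2179 without WT P14 replicate 3, and 1847, 180, 155 and 520 without rds P14 replicates 1, 2, 3 and 4, and with the P14 arrays fitted alone it was 3. The falls of Ttr, Drd4, Glo1, Gpsm2, Pdzph1, Romo1 and Pla2g7 kept their calls without any 1 array of that age, and of these Ttr and Glo1 kept theirs with the P14 arrays fitted alone. Under all alternatives set beforehand, apart from leaving out arrays, 3 of the 10 largest falls and 0 of the 10 largest rises at P14 kept their calls. Cdc5l, Slfn4, Arhgap31 and Lmo3 lost theirs without WT P14 replicate 1, Lmo3 also without WT P14 replicate 2.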

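At P21, 1894 probe sets passed, 723 higher and 1171 lower in rds, for 1209 genes (n = 4 per genotype). The largest rise was in Pttg1, the securin of the cell cycle (4.01, SE 0.65, adjusted p = 1.88e-04), and Arhgap31 rose again (3.16, SE 0.35, adjusted p = 1.38e-06). The immediate early gene Jun rose by 2.73, the imprinted gene Ndn by 2.61, and Asns, the asparagine synthetase induced by amino acid stress, by 2.48. The largest falls were in Ctr9, a subunit of the PAF1 complex of transcription elongation (-4.76, SE 0.74, adjusted p = 1.3e-04), and in the zinc-finger factor Insm1 (-3.95, SE 0.50, adjusted p = 1.28e-05). The phosphodiesterase Pde8a (-3.91), the carnitine synthesis gene Tmlhe (-3.79), Pla2g7 (-3.68) and Ttr (-3.41) fell too. The rds mean of Tmlhe was 2.34, at the floor of the log2 scale, so its difference may understate the fall. Complete separation was found in 1677 of the 1894 and in 4022 of all probe sets tested, where chance separates 2.86%. The higher share was 38.2%, and 46.5% after quantile normalization (959 higher, 1104 lower). The count ran from 1311 to 2163 when arrays were left out 1 at a time, and it was 1155 with the stricter filter.

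**Figure D1:**
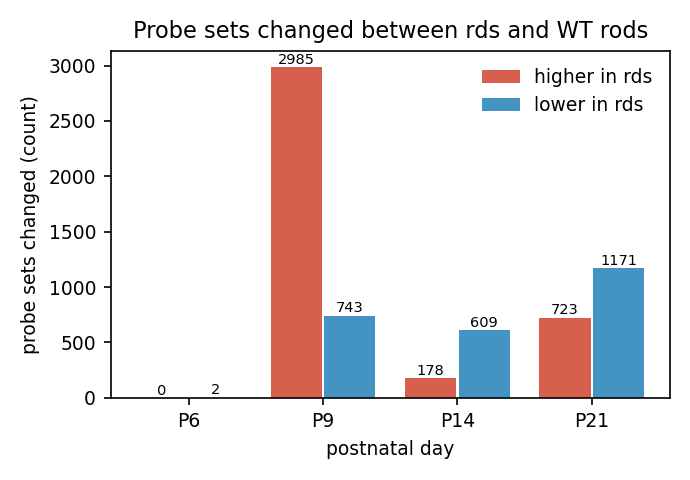
Number of probe sets that passed at P6, P14 and P21, with bars for those higher and those lower in rds than in WT rods. The bars go from 0 higher and 2 lower at P6 to 723 higher and 1171 lower at P21.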

We used Ingenuity Pathway Analysis (IPA) to analyze the data generated by expression profiling to determine affected cellular functional pathways. IPA uses a curated database with structured ontology to extract biological meaning from gene expression data. The analysis identified functional pathways in which differentially regulated genes were overrepresented (summarized in Table 1). A relatively wide variety of functions were seen to be perturbed. 

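Some genes of several functions fell in rds rods. At P14, of 69 genes of oxidative phosphorylation, 12 fell, 1 rose and 56 did not pass. Adjusted over the list alone, 21 fell and 1 rose. The falls include the complex I subunits Ndufa1 (-2.53) and Ndufs8 (-2.27) and the complex III subunit Uqcrq (-2.51). Of 15 glycolytic genes 4 fell (9 when adjusted over the list alone), including hexokinase 2 (Hk2, -2.23) and aldolase A (Aldoa, -1.62). Both groups had a camera adjusted p of 3.41e-04, and adjusted p = 0.910 and 0.470 with an estimated correlation (0.0653 by fry for the first). These member counts may depend on single arrays. The 787 probe sets changed at P14 were 65, 116 and 2179 without WT P14 replicates 1, 2 and 3. At P21, 6 of 15 glycolytic genes fell and 9 did not pass (7 fell over the list alone), with Aldoa at -2.08 and Pfkp at -1.67. The camera adjusted p was 0.00591, and adjusted p = 0.517 with an estimated correlation. For oxidative phosphorylation 4 genes rose and 3 fell at that age (camera adjusted p = 0.873). Genes of rod phototransduction and the outer segment fell in 3 of 26 cases at P14 (3 over the list alone; camera adjusted p = 0.311), with the guanylate cyclase activator Guca1b at -2.28 and the phosphodiesterase subunit Pde6a at -1.83, and in 9 of 26 at P21 (10 over the list alone; camera adjusted p = 2.76e-04, and adjusted p = 0.596 with an estimated correlation). Cone genes rose in the same P21 arrays, so a change in the cells sorted stays open as well as a change within rods, although the sort was for GFP-labelled rods. Genes of the connecting cilium fell in 6 of 23 cases at P21 (7 over the list alone), among them Lca5, a gene of Leber congenital amaurosis, with a camera adjusted p of 0.0188 and adjusted p = 0.596 with an estimated correlation. That call was lost without WT P21 replicate 3 (adjusted p = 0.0584).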

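The functions listed in Table 1 together name 25 genes, of which 24 were measured. At P14, 9 fell and 1 rose, and at P21, 16 fell and 1 rose, with Egr1 the gene that rose at both ages. Adjusted over the list alone, 16 fell and 1 rose at each of these ages. The falls include Smpd1, the acid sphingomyelinase (-1.82 at P14), and the dystrophin gene Dmd (-1.54 at P14). Since the study chose these genes on these samples, the counts are not independent evidence of a direction. The camera adjusted p was 2.61e-05 at P14 and 2.50e-07 at P21, and adjusted p = 0.470 and 0.281 with an estimated correlation. From overrepresentation of differentially regulated genes in the pathway database, the paper states that a relatively wide variety of functions was perturbed. It reasons that pathways of cellular assembly and development can follow from the loss of an entire organelle.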

Some pathways, such as “cellular assembly and organization”, and “cellular development” can be rationalized directly, given the loss of an entire organelle, in the *rds* phenotype. Others, such as “genetic disorders”, may reflect more broadly-based changes in cellular biochemistry affecting the neuron-enriched cell population used to generate the array data. 

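Markers of retinal cell types were examined for signs of cells other than the GFP-labelled rods that were sorted for. Marker levels alone cannot tell such cells from a change within rods. Cone genes were higher in rds at P21: 5 of the 7 measured rose (6 when adjusted over the list alone), among them cone arrestin Arr3 (3.13, SE 0.58), the cone phosphodiesterase Pde6c (5.88 in rds and 3.38 in WT rods) and the cone transducin subunits Gnat2 (2.37, SE 0.53) and Gnb3 (1.70, SE 0.49). Their adjusted p lay between 1.31e-04 and 0.0192, with a camera adjusted p of 4.99e-05 and adjusted p = 0.281 with an estimated correlation. Arr3 had a mean of 7.90 in rds and 4.77 in WT rods (n = 4 each). At P6, P9 and P14, 0 of the 7 passed by limma, while at P21 2 of 11 Müller glia markers rose, Slc1a3 (1.11) and Crym (1.09), the same as over the list alone (camera adjusted p = 0.372; median -0.07, mean 0.14). Of 10 markers of amacrine, horizontal and ganglion cells, 1 rose at P21, Onecut1 (1.38; lost without rds P21 replicate 3), and 0 passed at P14 (1 up over the list alone), when the group as a whole was higher (camera adjusted p = 0.0185, and adjusted p = 0.470 with an estimated correlation). That group call was lost without WT P14 replicate 2 (adjusted p = 0.611), after quantile normalization (adjusted p = 0.0821) and by fry (adjusted p = 0.162). Of 13 markers of the retinal pigment epithelium with a probe set of their own, 0 to 2 reached a log2 value of 5 in any condition. Ttr is itself among them, with a mean of 7.94 in WT and 4.11 in rds at P14, so less pigment epithelium RNA stays open beside a change in rods, although the sort for GFP-labelled rods would leave those cells out, and Mitf, the other one measured, did not pass (0.27 at P14 and 0.49 at P21). The call of Gnb3 was lost without rds P21 replicate 1, rds P21 replicate 2 or WT P21 replicate 2.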

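Of the probe sets changed at P14 or P21, 339 were changed at both ages in the same direction and 0 in opposite directions. The shared ones were 87 higher and 252 lower in rds, where independent lists of the same sizes would share 8.06 and 44.7. They include Arhgap31 and Egr1, which were higher at both ages, and Ttr, Pla2g7, the sterol transporter gene Abcg4, the cilium gene Lca5 and the ribosomal protein gene Rpl10a, which were lower at both. The differences were -2.29 at P14 and -1.88 at P21 for Rpl10a, and -1.54 at P14 for Lca5, with means of 4.81 in rds and 7.31 in WT rods at P21. A further 448 passed at P14 and not at P21, and 1555 at P21 and not at P14. Among the 448, 404 (90.2%) kept the sign of their difference at P21, where the median change in the P14 direction was 0.59 on the log2 scale against a median size of 1.46 at P14. The count of 448 was 17 without WT P14 replicate 1, 56 without WT P14 replicate 2 and 1505 without WT P14 replicate 3, and 1214, 71 and 65 without rds P14 replicates 1, 2 and 3. The count of 339 was 48, 58 and 673 without WT P14 replicates 1, 2 and 3, and 630, 109, 90 and 221 without rds P14 replicates 1, 2, 3 and 4.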

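Pde6c, the phosphodiesterase of cones, was the only gene with a symbol whose rds effect differed between P14 and P21 when the difference itself was tested, and it went up (-0.64 at P14). In all, that limma test called 4 probe sets, 3 of them going down, and 0 of those changed at P14 and not at P21, with 1640 of all probe sets at an unadjusted p under 0.05. The count of 4 was 25 after quantile normalization, 29 after a median shift and 310 with array weights. It was 0 without rds P14 replicate 2, rds P21 replicate 1, rds P21 replicate 2, WT P14 replicate 1 or WT P14 replicate 3, and 2 without rds P9 replicate 3, rds P14 replicate 3, WT P9 replicate 3 or WT P21 replicate 2. It was 7 without WT P9 replicate 2 or WT P21 replicate 3, 8 without WT P9 replicate 1, 11 without rds P14 replicate 4 or rds P21 replicate 3, 15 without WT P21 replicate 1, 18 without WT P6 replicate 1, 19 without rds P14 replicate 1 and 129 without WT P14 replicate 2.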

Interestingly, temporal profiling of the data reveals that few genes displayed sustained changes.

**Table 1:** Gene expression analysis of GeneChip hybridizations using IPA: List of cellular functional pathways which show major changes in genetic regulation, as a result of the *rds* defect.

Top functional pathways	Genes	p-values
Genetic disorder	*Abcg1, Itgb5, Srebf1, Marcks, Tulp1,Ttr, Crb1, Dmd, Gnb1, Cep290, Dctn1, Impdh1, Rpgr, Smpd1, Dfnb31, Crx, Egr1, Gas7, Rorb*	4.83E-07
Small molecule biochemistry	*Abcg1, Abcg4, Marcks, Plch2, Ptdss2, Smpd1, Srebf1, Gnb1,*	7.68E-05
Cellular assembly and organization	*Marcks, Smpd1, Ttr, Cttn, Gnb1, Dctn1, Dnm1, Gas7*	4.98E-05
Cellular development	*Itgb5, Marcks, Smpd1, Srebf1, Cttn, Dync1h1, Rpgr, Egr1, Gas7, Rorb, Crb1*	5.88E-04
Lipid metabolism	*Abcg1, Abcg4, Plch2, Ptdss2, Smpd1*	1.93E-03

This list was generated with input of all genes which are differentially regulated at one or more time points.

### Validation of genes dysregulated in the *rds* retina

We evaluated a subset of differentially expressed genes (identified by the microarray analysis) using Taqman assays to perform quantitative PCR (qPCR). These experiments incorporated three biological replicates to provide high-confidence data, and were conducted on intact retinas (vs. isolated rod photoreceptors) to eliminate the possibility that we would identify gene expression changes induced by cell isolation procedures. More than seventy genes with defined functions were chosen for analysis at each of four time points (P6, P9, P14, P21). We used three selection criteria and included genes that, 1) exhibited high-fold changes (and small p-values) as assayed by microarray, 2) were potential network partners for the high-fold changers, or 3) were known to have roles in inherited retinal degenerations. Together, they fell into five major functional pathways, including: transcription factors, phototransduction pathway, lipid metabolism, cellular organization, and cell adhesion (Figure 2).

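On the arrays of sorted rods, the genes of these pathways that passed at P14 or P21 were lower in rds, apart from Egr1. Of the 7 lipid metabolism genes 6 fell at P14 and 5 at P21, the same numbers as when adjusted over the list alone. They include the phospholipase Plch2 (-2.84 at P14), prostaglandin D synthase Ptgds (-2.81 at P14, -2.19 at P21) and the sterol transporters Abcg1 (-1.35 and -2.78) and Abcg4 (-1.53 and -1.99). Of 20 cellular organization genes 3 fell at P14 and 10 at P21 (6 and 10 over the list alone). Tulp1, a rod protein transport gene, fell at both ages (-2.32 and -2.69), and the whirlin gene Dfnb31 (-3.12), the dynamin gene Dnm1 (-2.32), Dync1h1 (-1.87), Rpgr (-1.73) and Cep290 (-1.69) passed at P21 and not at P14. The Dfnb31 value is that of its brightest probe set. The paper's Table S1 lists another Dfnb31 probe set with a log2 value of 0.02 at P21. Tulp1 and Abcg1 lie within 20 Mb of Prph2, where a segment carried along with the rds allele may account for differences. Among 9 transcription factor genes, Ankrd33 (-1.69 and -1.30) and Srebf1 (-2.07 and -2.16) fell at both ages and Rorb at P21 (-1.35), in all 3 down and 1 up at P14 and 4 down and 1 up at P21 (4 and 1, and 5 and 1, over the list alone). Crx, Nrl and Otx2 did not pass at P14 or P21 (-0.44 to 0.85 at P14). In the phototransduction group 0 of 4 genes and in the cell adhesion group 0 of 4 passed at P14 and P21 (0 and 1 down over the list alone at P14). Camera gave an adjusted p of 3.41e-04 at P14 and 2.76e-04 at P21 for lipid metabolism and of 0.00241 and 8.11e-05 for cellular organization (adjusted p = 0.251, 0.281, 0.689 and 0.362 with an estimated correlation). For transcription factors it gave 0.608 and 0.196. At P9 the genes that passed were higher in rds, 6 of 7 for lipid metabolism, 10 of 20 for cellular organization and 5 of 9 for transcription factors (6, 10 and 7 over the list alone; camera adjusted p = 0.126, 0.128 and 0.152), and 0 were changed without WT P9 replicates 2, 3 and 4, an exclusion chosen after seeing the data that leaves 1 WT array of that age, with the spread taken from the other groups, and so decides little. The study chose these genes in part on the same arrays, so the counts are not independent evidence of a direction. Taking the genes of Figure 2, Figure 3 and Table 1 together, 13 were changed at P14 and 21 at P21. The first count was 1, 2 and 20 without WT P14 replicates 1, 2 and 3 and 5 and 4 without rds P14 replicates 2 and 3.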

**Figure 2:**
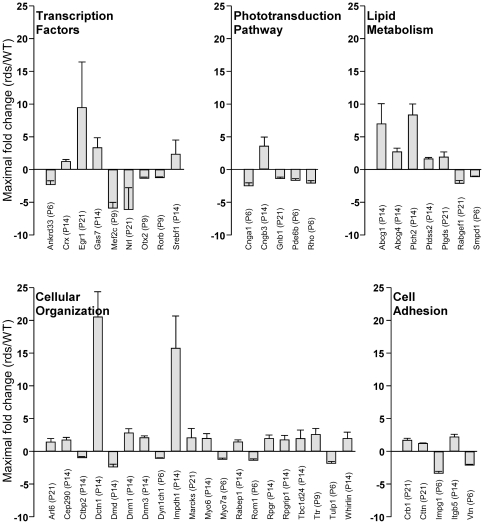
Quantitative PCR analyses for validation of gene expression changes in the *rds* model. For each gene, the maximal fold change value (*rds*:Nrl-eGFP vs. Nrl-eGFP) between P6 and P21 was plotted. Error bars indicate the standard error of the mean (s.e.m.; *n = 3*). Genes were classified into functional pathways, using Ingenuity Pathways Analysis software. Expression of most genes changed less than two-fold, and dysregulation in a variety of functional pathways was seen.

These pathways likely represent alterations in cellular homeostasis that result from a failure of P/rds expression and OS formation. Interestingly, we found a number of characteristics that were common across all the pathways. Firstly, gene expression changes were generally modest; most (46%) were less than two-fold. Secondly, higher-fold changers were dispersed across the five pathways. Finally, changes in expression were only rarely sustained with time. Interestingly, many genes exhibited a distinct pattern of temporal gene expression changes with transient differential expression observed at P14, in conjunction with little or no change at either of the other three time points studied. Figure 3 shows that ten (of the seventy) genes studied showed this particular pattern - all were substantially upregulated at P14 (immediately following the time at which OS elaboration began), but returned to baseline by P21. Six such genes are associated with cellular organization (*Dctn1, Dfnb31, Dnm1, Impdh1, Rpgr, Rpgrip1*,) and the other four participate in lipid homeostasis (*Abcg1, Abcg4, Plch2, Srebf1*). In only two instances (*Mef2C* and *Egr1*), were sustained changes in gene expression observed. *Mef2c* encodes a transcription factor expressed in a variety of tissues [21]; recent evidence suggests that it plays a role in rod homeostasis [22], [23]. The sustained downregulation documented here may reflect regulation by transiently decreased *Nrl* levels (Fig. 3). *Egr1* (also a transcription factor) action has been of substantial interest in a wide variety of biological contexts, and its expression has been documented in the vertebrate retina [24]–[27].

**Figure 3:**
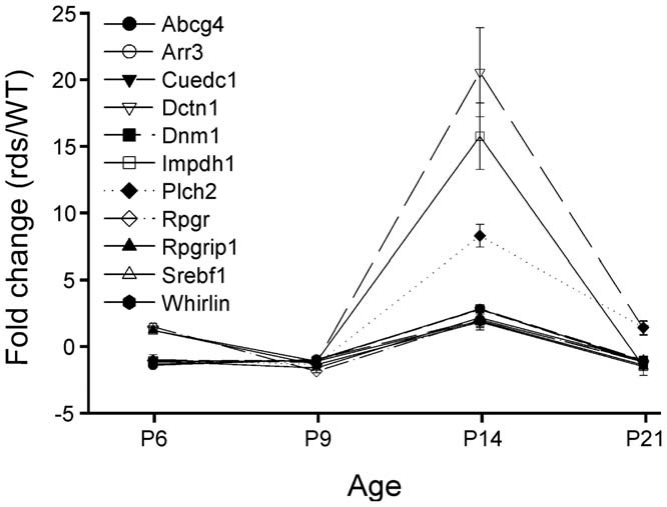
Transient upregulation may reflect homeostatic mechanisms. Differential regulation of numerous genes was observed at P14; however, expression returned to baseline levels by P21. This temporal pattern included genes mainly representing cellular organization and lipid metabolism functional pathways.

Figure 4A shows that *Egr1* expression, as assayed both by gene microarray of rod photoreceptors, and by qPCR of whole retinal samples, steadily increased from P6 to P21 in response to the *rds* defect. 

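Egr1, an immediate early zinc-finger factor, was higher in rds rods at P9, P14 and P21 and level with WT at P6. The rds means stayed between 10.07 and 10.97 on the log2 scale at all 4 ages (SD 0.31 to 0.61). The WT means were 9.98 (SD 0.68) at P6, 8.33 (SD 0.99) at P9, 9.02 (SD 0.26) at P14 and 6.71 (SD 0.68) at P21. The difference was 0.09 at P6, 2.16 at P9 (4.48-fold), 1.95 at P14 (3.85-fold) and 3.85 at P21 (14.4-fold). Every rds array lay above every WT array from P9 on (exact permutation test, two-sided, p = 0.0286 at each of these ages and 0.886 at P6, n = 4 per group except 3 WT arrays at P14, the smallest p possible being 0.0286). In limma the adjusted p was 8.51e-04 at P9, 0.0151 at P14 and 1.38e-06 at P21. Of 15 immediate early genes measured, 1 rose at P14 and 3 at P21 (the same over the list alone, with 1 down at P21), the others at P21 being Jun and Klf6 (1.64, adjusted p = 3.85e-05). The group had a camera adjusted p of 0.00123 at P14, and adjusted p = 0.0600 with an estimated correlation, and of 0.0703 at P21, where its median was -0.05 and its mean 0.45. The P14 call of Egr1 was lost without WT P14 replicate 1 (adjusted p = 0.0920) or WT P14 replicate 2 (adjusted p = 0.0754), with the P14 arrays fitted alone (adjusted p = 0.209), and without the 3 WT arrays of high Gapdh 3' signal (adjusted p = 0.0533), an exclusion chosen after seeing the data. The P9 call was lost without WT P9 replicates 2, 3 and 4 (0.91, adjusted p = 0.896), chosen likewise, which leaves 1 WT array of that age. From the course of Egr1 on the arrays and by qPCR, the paper states that its expression steadily increased in response to the rds defect. From this and the rise of a microglial marker it proposes microglial activation. For that proposal it also draws on antibody labelling, with activated microglia in the ONL of rds and not of WT retina at P21.

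**Figure D2:**
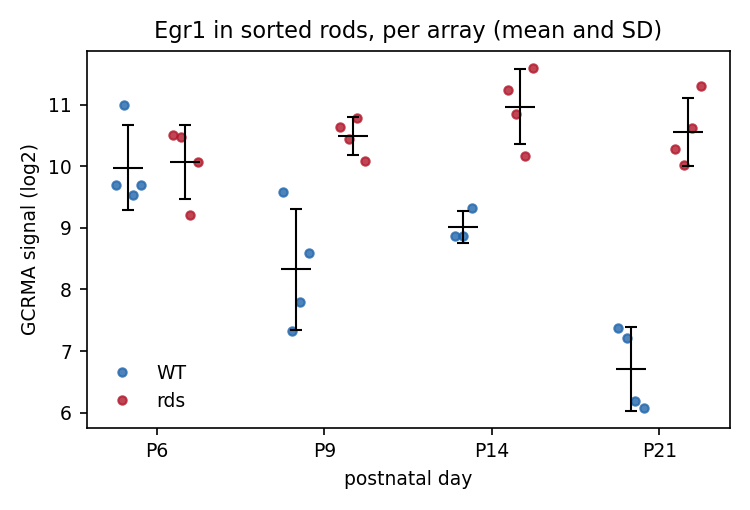
Log2 signal of Egr1 in each array of sorted rods by age and genotype, with points for arrays and lines for the mean and SD of each group. The rds arrays stay near their P6 level, with means from 10.07 to 10.97, while the WT mean is 6.71 at P21.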

A maximal value of ∼10-fold increase in gene expression over WT retina was observed at P21. These results are intriguing because *Egr1* upregulation has been reported to occur in several other models of inherited retinal disease [28], [29]. In particular, *Egr1* is suggested to mediate microglial immune responses in retinoschisin-deficient mice [28]. To investigate whether *Egr1* upregulation also induces microglial activation in the *rds* model, we assayed expression of microglia marker *CD68* by qPCR. Figure 4B shows that this gene was upregulated in a slightly delayed, though temporally sustained fashion in the *rds* retina (maximally 3.5 fold at P21). *CD68* upregulation initiated slightly later than that of *Egr1*, likely a reflection of microglial activation at stages subsequent to the time OS are normally elaborated.

**Figure 4:**
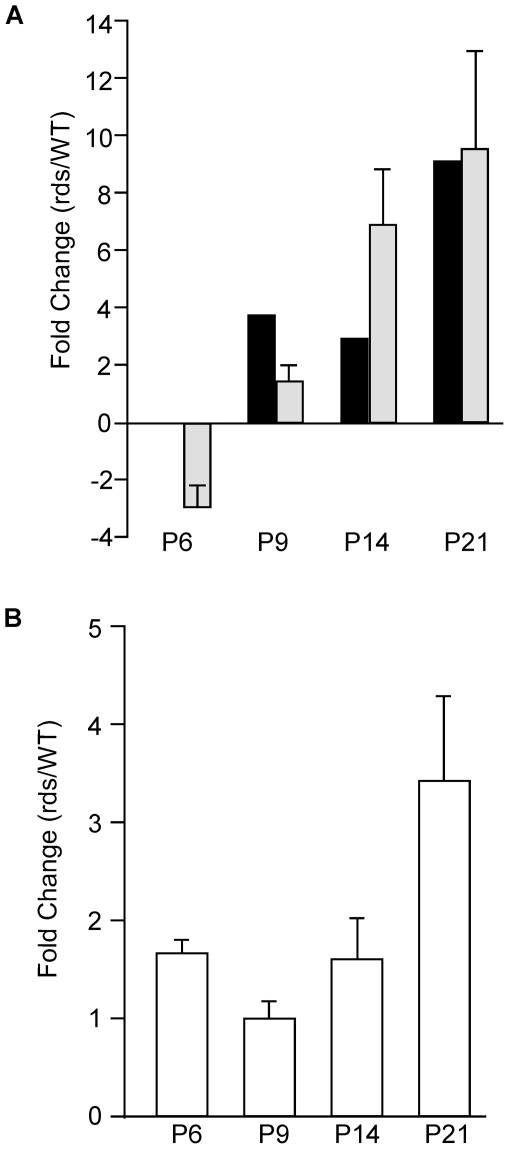
Sustained gene expression changes for *Egr1* and *Cd68* genes in the *rds* retina. (A) *Egr1* expression dysregulation is sustained from P6 to P21, as assayed by gene microarray (black bars) and qPCR (gray bars). This transcription factor has previously been proposed to promote retinal degeneration via microglial activation. (B) qPCR assay of *CD68*, a microglial marker, revealed a parallel, but delayed upregulation. No data for *CD68* was produced by microarray analysis. The combined findings are indicative of microglial activation.

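The array holds a probe set for Cd68, a lysosomal protein of macrophages and microglia, and in sorted rods its signal was at the floor of the log2 scale. At P21 its mean was 2.34 in rds and 2.36 in WT rods (n = 4 each). The microglial genes Aif1, which encodes Iba1, and Itgam, which encodes Cd11b, were equally low at P21 (2.34 and 2.43 in rds), as was the glial gene Gfap (2.44). None of these 4 genes reached the level needed for a test. Of 22 microglial markers with a probe set of their own, 0 to 3 had a condition mean of at least 5, and 5 could be tested. Of these 5, Lcp1, an actin-bundling protein of blood cells, rose at P21 (1.52, SE 0.40, adjusted p = 0.0118; 1 over the list alone), and the others gave differences of 0.53 or less with adjusted p of 0.156 or more. The group's camera adjusted p at P21 was 0.0462, and adjusted p = 0.362 with an estimated correlation. It was 0.0589 without rds P21 replicate 3, 0.120 without rds P21 replicate 4, 0.145 without WT P21 replicate 1, 0.0813 after quantile normalization and 0.248 with no filter, and 0.0578 without WT P9 replicates 2 to 4, an exclusion chosen after seeing the data.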

### Microglia activation in the *rds* retina

We used an anti-Iba1 antibody to perform immunohistochemical (IHC) labeling of filamentous (resting) and ameboid (activated/migrating) microglia. We were particularly interested in documenting whether cells redistributed from INL to ONL, since this criterion reflects an active immune response [30]. Both microglial subtypes were observed in P9 WT and *rds* retina – prior to the stage at which OSs are normally elaborated (Fig. 5A). Roughly similar numbers and distributions of the subtypes were observed in the two genotypes. The majority of Iba-1 positive cells were found in the plexiform layers (IPL, OPL), although occasional examples were observed in the INL as well. These observations are consistent with a proposed role of microglia in phagocytosis of apoptotic debris related to normal retinal development [31]. In contrast, by P14, nearly all microglia exhibited resting phenotypes and were present entirely within plexiform layers in each genotype. These distributions are expected for retinas that have completed developmentally-related apoptosis. Finally, at P21, a clear difference was observed between *rds* and WT retina. In particular, activated microglia were present in the ONL of *rds*, but not WT retina (Fig. 5A). These ameboid cells were present, both along the edge of, and deep within the ONL - consistent with an immune response targeting this region. To verify these findings, IHC labeling was repeated using anti-Cd11b antibody, another commonly used marker for microglia, and essentially similar results were obtained. Finally, GFAP, a retinal stress marker which labels activated Mϋller glia, exhibited only slight reactivity in *rds* P14, but robust labeling of cell processes in *rds* P21. Altogether, the findings suggest that microglial migration and activation occurs as part of a stress response to failed OS elaboration.

**Figure 5:**
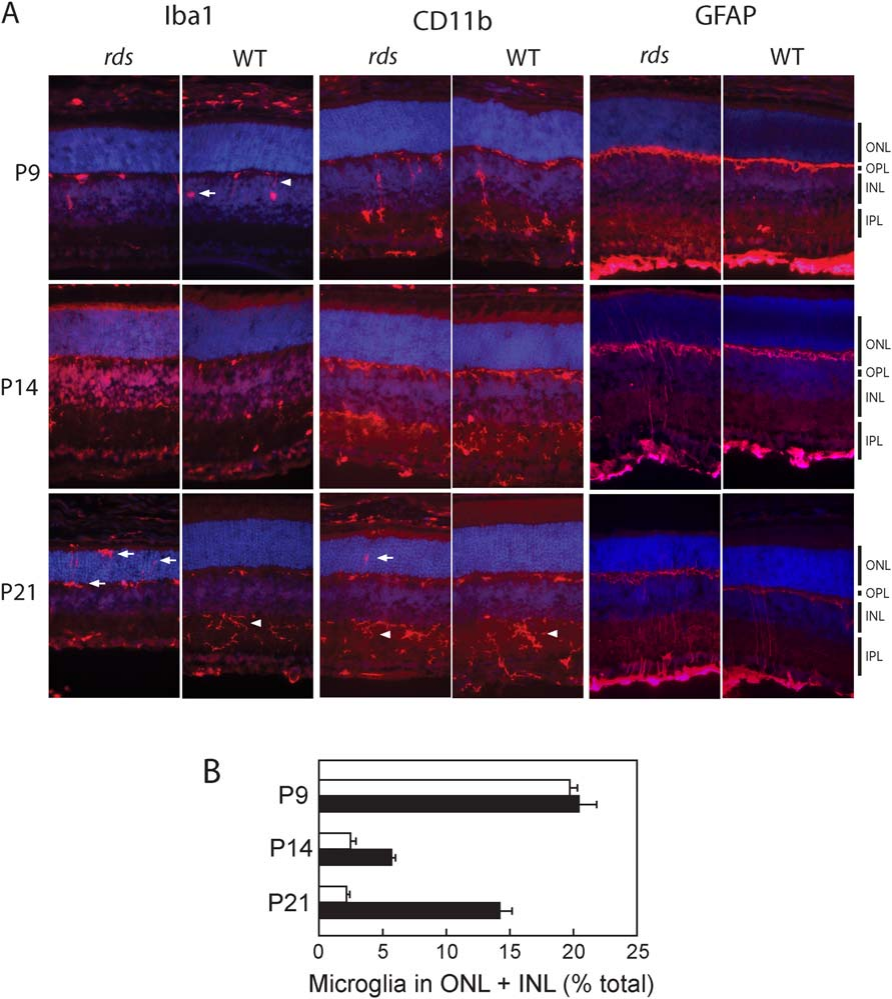
Activated microglia are present in mature *rds* retina. (A) Immunofluorescent micrographs of age-matched *rds* and WT murine ocular cryosections are shown; DAPI-stained nuclei appear blue. Labeling of microglia by anti-Iba1 and anti-CD11b antibodies (red, *left and middle panels*) shows distributions of resting filamentous (arrowheads) and activated ameboid (arrows) microglia. GFAP labeling (red, *right panels*) shows distributions of activated Müller glial cells and reflects retinal stress. (B) Quantitative analysis of activated microglial migration in *rds* (filled bars) and WT (unfilled bars) retinas. Iba1 labeled cells were tabulated as described in Methods (averages are reported s.e.m.; *n = 3*). The results show migration of activated microglia into nuclear layers of the P21 *rds* retina.

### A neuroprotective immune response in the *rds* retina

Although traditionally viewed as neurotoxic agents, activated microglia have more recently been proposed to play a variety of roles for neurons [32]. Since we observed significant microglial activation after the peak of apoptotic photoreceptor cell death (well documented to occur in *rds* at P17 [33], [34]), it suggested the possibility that these immune cells may mount a neuroprotective response. To evaluate this idea, we assayed the expression of cytokines, cytokine receptors and growth factors known to impact photoreceptor viability. Figure 6 shows that neurotrophic factors *CNTF, GDNF*, their receptors *CNTFR* and *GFRA1*, and *TGF-β* were upregulated at least 2-fold in the developing *rds* retina. In contrast, factors associated with microglial activation and sharply upregulated prior to photoreceptor apoptosis [30], [35], including the proinflammatory cytokines *IL6*, *IL10*, and *TNF-α*, were undetectable in the *rds* retina (not shown). Taken together, the results suggest that microglial activation may contribute a protective role for photoreceptor cell viability in the *rds* model.

**Figure 6:**
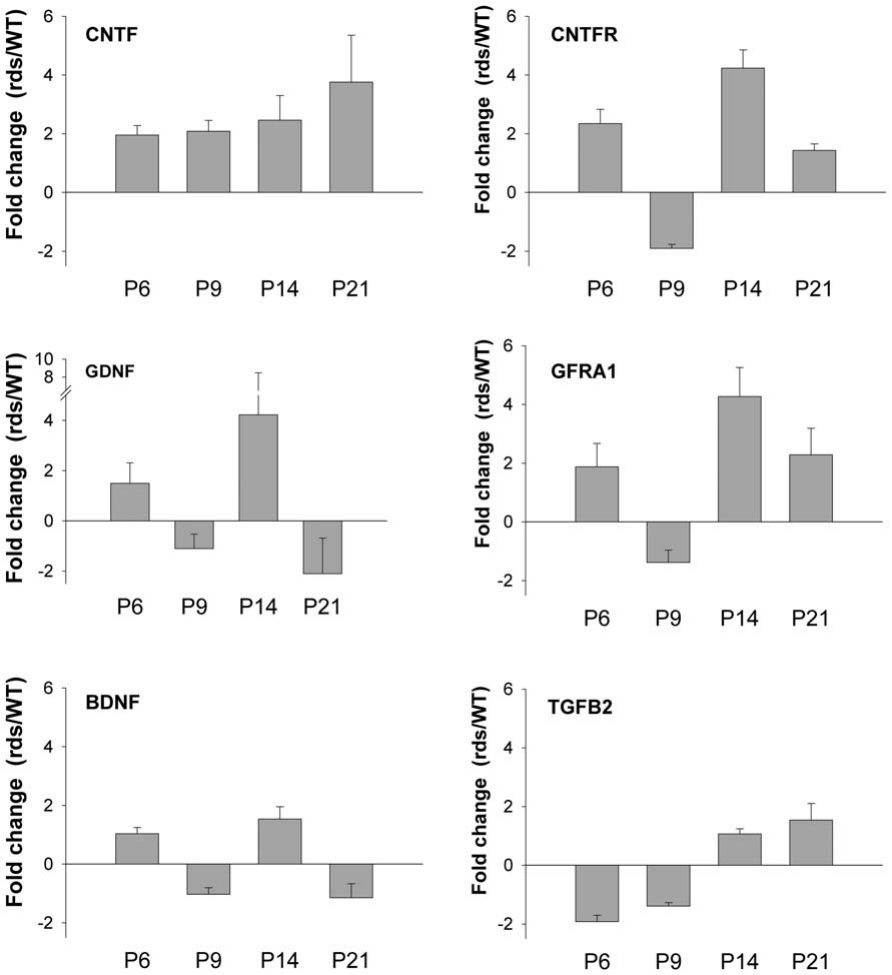
Neurotrophic factors are upregulated in the *rds* retina. Maximal Fold change values from qPCR study show strong upregulation of *CNTF* and *GDNF*, which are known to have a neuroprotective role for photoreceptors. Error bars indicate standard error of the mean (*n = 3*).

## Discussion

A wide variety of inherited defects in retinal proteins adversely affect photoreceptor structure, disrupt the photoreceptor-RPE relationship, and result in progressive retinal degeneration and loss of visual function. Similar pathologies may also apply to more complex diseases for which multifactorial genetic contributions are present, such as age-related macular degeneration. Substantial progress has been made cataloging the physiological consequences of defined defects and modeling how such primary insults adversely impact retinal health and vision [5]; however, current understanding of the molecular, cellular, and tissue-level etiology of progressive retinal degeneration remains relatively incomplete. The aim of the present study was to investigate how rod photoreceptor and retinal gene expression responds to a defined structural defect – loss of the OS organelle.

The well-studied murine *rds* model represents a spontaneous null mutation resulting from a viral insertion event into *chromosome 17* [9]. Complete loss of the gene product, P/rds, leads to an initial failure of OS elaboration and a loss of photoreceptor viability. The primary structural phenotype can be rationalized in light of a proposed scaffolding role for P/rds [7], [8]. Apoptosis and autophagy have been suggested to figure in the degenerative process [33], [36], [37], although the protracted time course of disease remains to be explained. We focused on early gene expression changes in the *rds* model, during the period immediately prior and subsequent to the normal time of OS elaboration, and employed a flow-sorting approach to highlight responses of rod photoreceptor cells. Ingenuity Pathways Analysis was applied to screen the transcriptome data, and identified significant changes in five functional pathways including: genetic disorders, small molecule biochemistry, cellular assembly and organization, cellular development, and lipid metabolism. We further analyzed the dataset manually, seeking to identify concerted alterations in expression of genes associated with photoreceptor function, viability, or degeneration. In general however, gene dysregulation was manifested as a broad pattern of transient and typically low-amplitude gene expression changes across numerous functional pathways.

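Changes in sorted rods were of moderate size. Among the probe sets that passed, the median fold was 2.84 at P14 and 2.63 at P21, and 669 of 787 (85.0%) and 1673 of 1894 (88.3%) changed less than 4-fold. Over 8-fold changes numbered 11 at P14, among them Ttr, Drd4 and Glo1. At P21 they numbered 29, among them Ctr9, Pttg1, Insm1 and, by its brightest probe set, Whrn (Dfnb31). Small changes may be under-counted here. In values simulated on these arrays at P21, 24% of 2-fold changes and 78% of 4-fold changes were recovered. Fewer probe sets were changed there than passed at P21, and no fold was required. The shares therefore do not measure how many changes were missed. The threshold itself also excludes changes under 2-fold from these medians. Sterol and fatty acid metabolism had 2 genes up and 4 down of 24 at P21 (the same over the list alone; camera adjusted p = 0.965; median 0.06, mean -0.21), with Scd2 lower (-1.79), while of 16 genes of the unfolded protein response Asns rose and Hsp90b1 (-1.22) fell, and of 8 apoptosis genes Casp2 fell (-1.10). Of 37 cytosolic ribosomal protein genes, Rpl10a alone passed at P21. From the array and qPCR data the paper concludes that dysregulation was broad, transient and typically of low amplitude, and it proposes that the transient changes reflect homeostatic mechanisms.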

Real-time qPCR validation experiments emphasized that gene expression changes between P6 and P21 in the *rds* retina were generally modest, transient, and dispersed over numerous functional classes. This timespan includes the initiation (P14) and peak (P17) of apoptotic photoreceptor cell death [33], [37]. Previous investigations of other murine models for retinal degeneration have also documented small non-concerted changes in the gene expression that accompany photoreceptor apoptosis [28], [29], [38]. The lack of dramatic and/or sustained alterations in gene expression of *rds* can be rationalized in several ways. Firstly, the one-hit model of Clarke, et al suggests that inherited defects can affect disparate aspects of cellular physiology to bring photoreceptors closer to their viability threshold [39]. This may explain why large-scale disruptions in gene regulation are not commonly observed during the major phase of photoreceptor apoptosis. Secondly, it is known that cell death pathways are often regulated by post-transcriptional mechanisms [40]. Finally, since many (or most) proteins exhibit multifunctionality and/or context-dependent functions [41], it is conceivable that categorization of the dysregulated genes into distinct networks merely reflects the current state of knowledge. Thus, the genes identified here may reflect a yet-to-be documented network, based on alternative protein functions.

The few instances of large-scale gene dysregulation validated in the present study were (with one exception) transient, and clustered into three known pathways: genes associated with cellular organization (*Dctn1*, *Impdh1*), lipid homeostasis (*Abcg1*, *Plch2*), and photoreceptor-associated transcription (*NRL*, *Mef2c*, *Egr1*). *Dctn1* encodes a subunit of the macromolecular complex dynactin, and participates in microtubule-based transport in neurons [42]. Although not yet documented, it may play a similar role for photoreceptors and respond to alterations in intraflagellar transport caused by abrogated OS elaboration. *Impdh1* has been associated with instances of inherited retinal degeneration (*RD10*), possibly by regulating rhodopsin expression [43]. This gene product provides a clear example of protein multifunctionality – it has been investigated for decades as a key enzyme for guanine nucleotide biosynthesis; however, it also possesses an essential context-dependent function for photoreceptors. *Abcg1* and *Plch2* are important for cholesterol and lipid metabolism and their upregulation may represent a response to altered demands for lipid production [44], [45]. Finally, NRL and MEF2C are transcription factors associated with rod photoreceptor development and homeostasis. NRL is a key transcriptional regulator that specifies photoreceptor cell fate [22], [46], [47]. *Mef2c* is recently shown to be regulated by NRL and is likely important for photoreceptor development and maintenance [21], [23], [48]. Importantly, nearly all of the dysregulated genes returned to WT levels by P21. This transient behavior may reflect homeostatic mechanisms that function to maintain photoreceptor viability. A sustained alteration of gene expression in the *rds* model was observed only for *Egr1*, a ubiquitous zinc-finger transcription factor that participates in a broad range of biological processes, including: cellular proliferation and development [49], apoptosis [50], [51], immune response [30], and neuroplasticity [52]. This gene is differentially expressed in several retinal cell types, but little consensus has been reached regarding its role within photoreceptors and other neurons [24], [27], [53], [54]. *Egr1* expression in retinal microglia has been more thoroughly characterized, where it appears to participate in the activation process [28], [30], [55] for these immune system cells.

*Egr1* has been implicated in several other murine models of inherited retinal degeneration. Its early upregulation is proposed to participate in immune responses that include microglial activation in the *rd1* [29] and retinoschisin knockout [28] mouse retinas. In these models, *Egr1* upregulation appears to promote microglial cytotoxic activity that advances retinal degeneration [35], [55]. Although we observed *Egr1* upregulation and microglial activation in the *rds* retina, these events reached maximal levels only subsequent to the peak of *rds* photoreceptor apoptosis, a time course consistent with a previous study [34]. These findings demonstrate that photoreceptor apoptosis in the *rds* model is at least partially independent of *Egr1*-induced microglial activation. Microglia have traditionally been viewed as cytotoxic; however, more recent reports demonstrate that these cells can also perform protective functions in a variety of tissues [31], [56], [57]. Along these lines, we observed upregulation of several potent neurotrophins, but not pro-inflammatory agents, during microglial infiltration. All together, the results suggest the possibility that these cells play a neuroprotective role for photoreceptors in the *rds* retina, and may be helpful to consider for the design of therapeutic strategies for related retinal dystrophies.

## Materials and Methods

### Animals

Procedures utilizing animals were in accordance to the guidelines stipulated by Oakland University Animal Care and Use Committee (IACUC #10061) as well as the ARVO Statement for Use of Animals in Ophthalmic and Vision Research. Animals were maintained at 22°C, with a 12 hour fixed dark/light schedule and had unrestricted access to food and water. Nrl-eGFP mice [17] were crossed onto a congenic line of *rds* animals on the C57BL/6J background [58] to generate *rds* (−/−) and *rds* (+/+) mice carrying the Nrl-eGFP transgene.

### FACS Enrichment and Microarray Hybridization

Mice at indicated ages (P6, P9, P14, and P21) were sacrificed by decapitation 2–3 hours subsequent to light onset. Retinas from 4–5 independent biological replicates were immediately dissected from enucleated eyes, and dissociated with trypsin (1 mg/ml in PBS) for 5 min at 37°C. Reactions were quenched with SBTI (1 mg/ml), and GFP^+^ cells were collected using a BD Biosciences FACSVantage SE cell sorter, essentially as described [17]. Total RNA was purified from pelleted cells (typically ∼0.5×10^6^ GFP^+^ events per retina) using a RNAqueous-4PCR kit (Ambion, Inc). RNA samples were assayed spectrophotometrically for nucleotide concentration via absorbance at 260 nm, and for quality using an Agilent 2100 Bioanalyzer and RNA 6000 Nano LabChip. Samples showing discrete rRNA bands at predicted mobilities were processed for microarray expression analysis, using an Ovation Biotin System v1.0 amplification kit (NuGEN Technologies, Inc), according to manufacturer's protocol. Amplified cDNAs from were hybridized to Mouse Genome 430 2.0 Array GeneChips (Affymetrix Inc.) and detected, essentially as described [59].

### Microarray gene filtering and clustering

Microarray based gene expression profiling was performed as described previously [17], [60]. Four chips were used for each time point (except P14 where three chips were used). Initial raw data analysis was performed using Gene Spring GX 11.0.2 software (Silicon Genetics, Redwood city CA). Gene Chip Robust Multichip method (GCRMA) was used for data normalization, and average mean was used for summarization. Fold changes are reported as the log of reciprocal transformation of the expression ratio. Statistical analysis of filtered genes to identify differential expressed genes between WT and mutant at all time points was done using two way ANOVA [17]. Benjamini-Hochberg method was used for multiple testing correction with the false discovery rate subject to p-value ≤0.05 and fold-changes ≥2.0. Ingenuity Pathway Analysis (Ingenuity Systems, Redwood City, CA) was used in conjunction with the gene lists to identify affected networks and functional pathways. Microarray data, in compliance with Minimum Information About a Microarray Experiment (MIAME) guidelines have been deposited into the Gene Expression Omnibus (GEO; accession number GSE33134).

### Quantitative RT-PCR of acutely isolated retinas

Age and genotype appropriate mice were euthanized by asphyxiation with CO_2_ and the retina were dissected out under a stereomicroscope, snap-frozen, and immediately stored at −80°C, until further use. Total RNA was prepared using a Absolutely RNA miniprep kit (Stratagene, Inc) as recommended by the manufacturer. Concentration was determined spectrophotometrically and quality of the preparation was determined using denaturing agarose gel electrophoresis. A Superscript first strand synthesis system for RT-PCR kit (Invitrogen, Inc) was utilized to prepare cDNA using 5.0 µg of total RNA.

Real-time PCR experiments were performed using Taqman reagents from Applied Biosystems, as per manufacturer's instructions. cDNA for a given sample was diluted 100-fold and 3 µl of the dilution was amplified in 20 µl reaction mixtures using a Stratagene MxPro thermocycler. Two technical replicates and three biological replicates were used for each reaction. Relative expression levels were determined by normalizing to the GAPDH cDNA present in individual samples and comparing the normalized value to a standard curve. The standard curve was made using three technical replicates of a dilution series of a mixture of equal volumes of wild type samples for all time points.

### Immunohistochemistry

Mice were sacrificed by asphyxiation with CO_2_ under normal room illumination. The superior hemisphere of each eye was marked, and the eyes were enucleated and placed into 4% paraformaldehyde in 0.1 M sodium phosphate buffer, pH 7.4. The cornea and the lens were removed after an initial fixation of 30 min, and the eyecups were fixed further for 2 hrs. Subsequently the eye cups were cryoprotected in 20% sucrose/0.1 M sodium phosphate buffer overnight and frozen in a solution composed of 2∶1 ratio of 20% sucrose in PBS and optimal cutting temperature compound [61]. Cryosections (10 µm) were blocked in 5% normal goat serum in 0.1 M PBS, 0.5% BSA, 0.2% Tween-20, 0.05% sodium azide, pH 7.3 for 1 hr at RT. Sections were labeled with primary antibodies Anti-rat Cd11b (MCA711GT, AbD Serotec) at 1∶200 dilution, Anti-rabbit GFAP (Z0334, DAKO) at 1∶1000 dilution, for 12 hrs at 4°C, washed, then labeled with fluorescently-conjugated secondary antibodies for 1.5 hrs at room temperature. Slides were washed, coverslipped, and imaged using epi-fluoresence microscopy at 40× magnification (Nikon Optiphot-2) using a SPOT digital camera. Exposure time was set to a value just below saturation for the most intensely labeled sample in an age-matched set, and identical exposures were used for all samples within that set. Selected GFAP images were adjusted (using Photoshop) to highlight filamentous labeling.

## Supporting Information

Table S1 **Gene expression profiles of** ***rds*** **:Nrl-eGFP rod photoreceptors purified from mouse retina at P6, P14 and P21, as determined by Affymetrix GeneChip hybridizations.** Fold-changes are reported as the log reciprocal transformation of the expression ratio. 1603 genes with F.C of ≥2.0 and p-value ≤0.05 were dysregulated at one or more time points.
(XLS) Click here for additional data file.

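Table S1 lists 1603 probe sets with a fold for rds over WT at P6, P14 and P21, and 1377 of them were among those tested here. Read on the log2 scale, its folds followed the array values closely: across probe sets, which are not independent replicates, Pearson r was 0.931 at P6, 0.989 at P14 and 0.991 at P21, and the sign was the same for 88.5%, 96.7% and 97.7%. At least 2-fold in the table are 153 probe sets at P6 (32 higher and 121 lower in rds), 724 at P14 (253 and 471) and 1189 at P21 (541 and 648). Of those that were tested here, 1 of 92, 357 of 647 and 899 of 1077 also passed in the limma fit, and 1060 of the 1603 passed at 1 or more of these ages. Examples in the table are Egr1 (0.08, 1.88 and 3.76 at P6, P14 and P21), Abcg1 (-0.40, -1.48 and -3.01), Tulp1 (-0.73, -2.42 and -2.75) and Prph2 (1.03, -1.26 and -2.69), as log2 of the listed fold. In the table 380 probe sets are at least 2-fold in the same direction at both P14 and P21, and 1152 are at least 2-fold at 1 age only.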

How the deposited data were processed for this re-analysis (not part of the article)

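Gene expression was measured in flow-sorted rod photoreceptors of rds:Nrl-eGFP and Nrl-eGFP (WT) mice at P6, P9, P14 and P21, on 31 Mouse Genome 430 2.0 arrays of 45101 probe sets: 4 arrays per genotype and age, and 3 for WT at P14. Conditions and replicate numbers were taken from the sample labels. The RNA was amplified with the Ovation kit before hybridization. The authors normalized the arrays by GCRMA in GeneSpring GX 11.0.2, and the deposited values are log2 signals, with a median between 2.90 and 3.19 per array and values from 2.28 to 15.97. No pair of arrays held identical values, and raw scans were not used here. The values per array, not the fold changes of Table S1, are the basis of every result apart from those marked as the paper's.

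All 31 arrays were fitted together in limma 3.58.1 (R 4.3.3, data.table 1.17.8) with 1 mean for each of the 8 conditions, which leaves 23 residual degrees of freedom. At each age rds minus WT was tested with moderated statistics and Benjamini-Hochberg adjustment within the age. A probe set was counted as changed at an adjusted p of at most 0.05 and a fold of at least 2, the thresholds of the paper's methods. The paper tests filtered genes by 2-way ANOVA but does not give the filter. Here the 64 control probe sets were left out, and a probe set was tested if it reached a log2 value of 5 in at least 3 arrays, the size of the smallest condition, which left 15961 probe sets and 7816 genes. Gene symbols come from the array annotation, updated through gene identifiers: 34958 probe sets have 1 symbol, 932 several and 9211 none. Single values (Egr1, Prph2, array quality) were compared by exact permutation tests, two-sided. Differences between P14 and P21 were tested as the difference of the 2 contrasts.

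A gene is represented by the probe set with the highest mean among those annotated to it alone. Genes are named by a rule: at each age the 10 probe sets with the largest rise and the 10 with the largest fall among those that passed, that separate rds from WT arrays completely and that have a gene symbol other than a provisional one; every gene that the paper names in its results, Table 1 or Figures 2, 3, 4 and 6; and up to 4 members of each gene list with the smallest p. Values in Table S1 had been seen when the rule was written. Names outside the rule are said to be chosen after their values were seen. The 28 gene lists, of pathways, of cell types and of the genes in Figure 2, Figure 3 and Table 1, were tested with camera at a preset correlation of 0.01, where at least 3 members were measured, with an estimated correlation and fry as alternatives. Members are counted as risen or fallen at an adjusted p of at most 0.05 and any fold, with adjustment over all probe sets, and again adjusted over the list alone.

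The fit was tested on simulated data, with normal noise of each probe set's own spread and changes added to 50 probe sets of each size, called at an adjusted p of at most 0.05. At P14, 30% of changes of 1 log2 unit, 52% of 1.5, 76% of 2 and 98% of 3 were recovered, with 7 false calls at 2-fold. At P21 the shares were 24%, 76%, 78% and 100%, with 5 false calls, at P6 24%, 66%, 94% and 98%, with 9, and at P9 24%, 60%, 82% and 100%, with 5. Signal near the floor, about 2.3 on the log2 scale, cannot show a decrease.

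The following choices were made before the values per array were examined: the filter, the fit, the thresholds, the named genes, the gene lists and these alternatives. Fold changes in Table S1, which come from the same arrays, had been seen when the naming rule was written. The alternatives were no filter or a log2 value of 7, quantile normalization or a shift of each array to 1 median, the arrays of each age alone or of P6, P14 and P21 alone, an intensity trend, array weights, the replicate number as a block, no fold threshold, the mean of a gene's probe sets, the 2-way ANOVA of the methods read through its genotype term or the smaller of its genotype and interaction terms, and leaving out each array in turn. Exclusion of the 3 WT arrays with a Gapdh 3' minus 5' difference over 2.5, and of WT P9 replicates 2, 3 and 4, was added after seeing the data. Each ANOVA term gives a probe set the same p at P6, P14 and P21, so its counts differ between ages by the fold alone. Positions on chromosome 17 were taken from the GRCm38.p6 gene annotation and used only for windows around Prph2. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The qPCR and immunohistochemistry of the paper were not analysed here.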

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

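Chosen only after their result was seen were the tests of a passenger segment, of exchanged labels at P9, of the falls at P14 in WT P6 replicate 1, of the mean over 4 ages and of Prph2 between P9 and P21, and the exclusion of WT P9 arrays.

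At P9, an age for which the paper reports array values of Egr1 alone, 3728 probe sets differed between rds and WT, the most of any age. They were 2985 higher and 743 lower in rds (80.1% higher; 59.0% after quantile normalization, with 2229 and 1548, and 59.9% after a shift of each array to 1 median, with 1970 and 1317). The median difference over all tested probe sets was 0.30 at P9 and moved to 0.12 and 0.07 under these scalings. Among the largest rises were the casein kinase Csnk1d (3.91), Bag6 (3.39), Tfpt (3.29) and the ATP synthase subunit Atp5d (3.23). The largest falls were in Pisd-ps3 (-2.42), Pla2g7 (-2.12) and Zfp934 (-2.08). Genes of oxidative phosphorylation rose in 39 of 69 cases (43 over the list alone; camera adjusted p = 0.00441, and adjusted p = 0.679 with an estimated correlation; 0.0804 after quantile normalization and 0.0944 without WT P9 replicate 1). The other lists past camera at P9 were the Table 1 genes, not independent evidence, with 17 of 24 up (17 over the list alone; adjusted p = 0.679 with an estimated correlation), amacrine, horizontal and ganglion cells with 1 up and 2 down of 10 (the same over the list alone; adjusted p = 0.490), and vessels, blood and fibroblasts with 1 down of 6 (0 over the list alone; adjusted p = 0.490). The count was 2027 without WT P9 replicate 2, and 0 without WT P9 replicates 2, 3 and 4, which leaves WT P9 replicate 1 as the only WT array of that age, assumed to vary like the other groups.

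The first pattern is this count at P9, and chance can be excluded for it (1 of 35 splits; 3728 against at most 2506 in the others). The P9 differences ran against those between rds P14 and rds P6 (r = -0.535 across probe sets). Over all probe sets this argues against WT P9 rods at an earlier stage of maturation. Rod genes went the other way, with 5 of 26 up and 0 down (3 up over the list alone; camera adjusted p = 0.939). Their mean was 7.81, 8.52 and 8.94 in WT P9 replicates 2, 3 and 4 and 9.77 in replicate 1, against 9.22 to 9.60 in rds P9. An earlier stage is thus not excluded for WT P9 replicates 2 to 4. The following cannot be told apart from a genotype effect: that WT P9 replicates 2 to 4 stand apart (WT P9 replicate 1 showed a median share of 0.322 of the gap that they show, with replicates too few to decide), that uneven 3' to 5' signal of the WT P9 arrays played a part (r = 0.265 with WT P6 replicates 2 to 4 minus replicate 1, though the actin difference of WT P9 replicate 2, 0.91, is the lowest of all arrays), or that the labels were exchanged at P9 (a share of 0.258, 8 of the 31 probe sets called near Prph2, had the same sign at P9 as in the mean over P6, P14 and P21, which decides nothing since 45 of 359 called elsewhere did, a share of 0.125, while Egr1 and Arhgap31 were higher and Pla2g7 lower in rds at P9 as at P14 and P21, and the paper reports by qPCR of whole retina that Egr1 rose steadily from P6 to P21). Prph2 itself differed between the ages, as did 5512 of the 15961 probe sets, by -5.42 for P21 minus P9 (limma adjusted p = 3.05e-04), from a mean rds minus WT difference of 2.69 at P9 to -2.73 at P21. A genotype effect at this age stays open, as does the sex of the animals, which is not given: of 4 sex-linked genes measured, 1 was up at P9 (2 over the list alone) and 1 down at P21 (1 over the list alone), and camera passed at no age (adjusted p = 0.597 to 0.960).

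The second pattern is that most probe sets changed at P14 were lower in rds, and chance cannot be excluded for their number (3 of 35 splits with as many; 787 against 2692 in another split of the arrays, which sets rds P14 replicates 2, 3 and 4 with WT P14 replicate 3; a split that calls so many points to a structure of the samples). A genotype effect that is also there at P21 had the values it needs (r = 0.539 across probe sets between the differences at the 2 ages). Uneven 3' to 5' signal in WT P14 replicate 1 cannot be told apart: over all probe sets the P14 differences did not follow what sets WT P6 replicate 1 apart (r = 0.0304), and the actin difference of WT P14 replicate 1, 2.10, lies among those of the other P14 arrays, but WT P6 replicate 1 is the closest array to WT P14 replicate 1 (r = 0.931), the 2 deviate alike from the other WT arrays of their ages (r = 0.766), a share of 0.665 of the falls (0.427 of all probe sets) is high in WT P6 replicate 1, and the count was 230 without the 3 WT arrays of high Gapdh 3' signal. That a single WT array carries the falls cannot be told apart with 3 arrays: their median shares of the gap were 1.30, 1.13 and 0.583, and the count fell to 65 without WT P14 replicate 1 and 116 without WT P14 replicate 2, and was 2179 without WT P14 replicate 3, 1847 without rds P14 replicate 1, 180 without rds P14 replicate 2, 155 without rds P14 replicate 3 and 520 without rds P14 replicate 4.

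The third pattern is a cluster near Prph2 on chromosome 17 among the 82 probe sets called for the mean difference over the 4 ages (26 higher, 56 lower in rds). Within 20 Mb of Prph2, 13 of 250 tested probe sets were called, against 54 of 12248 elsewhere in the genome (odds ratio 12.4, Fisher's exact p = 5.84e-10; 7.33 within 10 Mb, exact p = 0.00965, with 3 of 82 called, and 6.24 over the chromosome, exact p = 1.14e-06), among them Glo1, Pla2g7 and Rpl10a, while at single ages the odds ratio was 49.1 at P6 (exact p = 0.0396, 1 of the 2 calls with a known position), 1.44 at P9 (exact p = 0.00970), 3.21 at P14 (exact p = 2.12e-08) and 1.32 at P21 (exact p = 0.152). A passenger segment carried along with the rds allele may account for this, and strain variants under the array's probes may contribute, since a share of 0.923 (12 of 13) was lower in rds. An effect of the insertion on its nearest neighbours cannot be told apart, with 1 of 41 probe sets called within 2 Mb (odds ratio 0.412 against the rest of the window, interval 0.00937 to 2.93, exact p = 0.700). Tulp1, Abcg1, Guca1b, Cdc5l and Pdzph1 also lie within 20 Mb of Prph2, so the same doubt applies to their differences. Against their mean over P6, P14 and P21, the sign at P9 was opposite for Tulp1 (1.87), Abcg1 (2.03), Guca1b (0.53) and Cdc5l (-0.54). It was the same for Pdzph1 (-0.15). No sequence of the mice was used here, so the segment remains a hypothesis.

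Single arrays far from the others of their group were found by Dixon's ratio in 6 of 49 groups of 4 arrays, where chance marks about 1 in 20. Egr1 was 11.00 in WT P6 replicate 2 against at most 9.70 in the other 3 arrays. Cd68, at the floor of the scale, was 2.68 in WT P6 replicate 2 (next 2.37) and 2.47 in WT P9 replicate 2 (next 2.35). In WT P6 replicate 1 the Gapdh 3' minus 5' difference was 3.15 (next 1.46), that of actin was 2.63 (next 1.67), and its median r with its own condition was 0.827 (next 0.928). The rds effect differed between P14 and P21, by the test of the difference in limma, for 4 probe sets: Pde6c changed by 3.14 (adjusted p = 0.0367), and 3 without a gene symbol changed by -2.98 (adjusted p = 0.0388), -2.53 (adjusted p = 0.0240) and -2.11 (adjusted p = 0.0205).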

How the results depend on the processing

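The exclusions of arrays, of the 3 WT arrays with a high Gapdh 3' signal and of WT P9 replicates 2 to 4, and the splits that keep pairs at P6 were chosen only after the data were seen. The P21 count stayed within 1.5 times of its value in 11 of 14 settings (1070 to 2482), the union in 13 of 14 and Egr1 at P21 stayed called in all 12 (3.85 to 3.95, adjusted p at most 5.82e-04). Egr1 at P9 kept its call in 10 of 11 settings and at P14 in 9 of 12 (adjusted p 0.00748 to 0.209). Unless the construction shows it, the cause was not tested.

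With no filter, which adds probe sets at the floor to the adjustment, changed probe sets were 28 at P6, 381 at P14, 146 at both P14 and P21 and 235 at P14 and not at P21; 6 paper genes (Figure 2, Figure 3 and Table 1) passed at P14, and 3 gene lists at P6 and 16 at P9, where the rod list turned in direction (camera adjusted p = 0.0321). With a log2 value of 7, which tests fewer probe sets, there were 1 at P6, 500 at P14, 1155 at P21, 1413 in the union, 258 at P14 and not at P21, and 0 with a difference between P14 and P21. That last count was 25 with quantile normalization (and 3 lists at P6) and 29 with a median shift. With only the arrays of each age there were 0 at P6, 3 at P14, 0 at all 3 ages, 3 at both and 0 at P14 and not at P21, 1 paper gene at P14, and Egr1 at P14 (1.95, adjusted p = 0.209) and Prph2 at P9 (2.69, adjusted p = 0.0632) were not called. Array weights gave 204 at P6, 1265 at P14, 13 at all 3 ages, 847 at P14 and not at P21, 310 with a difference between these ages and 3 paper genes at P6. The ANOVA gave 73 at P6, 1183 at P14, 1070 at P21, 23 at all 3 ages and 673 at both by its genotype term. By the smaller of its terms it gave 93, 1192, 1158, 23 and 675. Since its p is the same at each of these ages, the counts test no single age. The ANOVA was not run for P9 or for the difference between ages.

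Without the 3 WT arrays of high Gapdh 3' signal there were 2408 at P9, 230 at P14, 164 at both, 66 at P14 and not at P21, 0 with a difference between the ages, 3 paper genes at P14, 3 lists at P6, and Egr1 at P14 was 1.87 (adjusted p = 0.0533). Without WT P9 replicates 2 to 4 there were 4 at P6, 0 at P9, 9 with a difference between P14 and P21 and 0 paper genes at P9; Egr1 at P9 was 0.91 (adjusted p = 0.896), Prph2 at P9 turned to -0.84 (adjusted p = 0.939), and Crx (-0.0192), Glul (-0.0005), Gpr179 (0.0508), Mef2d (-0.21), Myo6 (-0.35), Onecut1 (0.0474) and Tulp1 (-0.0104) turned too. With the mean of all probe sets, Atxn7l3b (0.0661) and Rlim (0.34) at P9 turned and 2 lists passed at P6. With an estimated correlation 0 lists passed at P9, 0 at P14 and 0 at P21. By fry 16 passed at P9, 6 at P14 and 11 at P21. At P9 immediate early genes (adjusted p = 0.0206) and Figure 2 phototransduction (adjusted p = 0.0477) turned by fry. Of the lists past camera at P14, oxidative phosphorylation and the amacrine, horizontal and ganglion cells lost their calls by fry. Those past camera at P21 all kept theirs. Around Prph2 the odds ratio at P6 was 0 within 10 Mb (Fisher's exact p = 1) and 25.3 over the chromosome (exact p = 0.0746), and within 10 Mb 1.24 at P9 (exact p = 0.373) and 1.72 at P14 (exact p = 0.201).

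In 9 of 15 pairings of equal replicate numbers r was over 0.1 (-0.42 to 0.42), and 11 of 30 arrays were closest to their own number. At P6 all 4 pairings were over it (0.19 to 0.42), so arrays of equal number may share a source there, and the 8 splits that keep these pairs are too few for a share under 0.05 (2 against at most 1). As a block the numbers left 2 changed at P6 and moved none of 17 counts past 1.5 times. The call of Egr1 at P14 was lost with this block (1.73, adjusted p = 0.0551).

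Leaving out each array gave 1 to 14 at P6, 2027 to 5151 at P9, 65 to 2179 at P14, 0 to 1 at all 3 ages, 48 to 673 at both, 17 to 1505 at P14 and not at P21, 0 to 129 with a difference between the ages, 15 to 27 paper genes at P9 and 1 to 20 at P14, 0 to 3 lists at P6, and 1.73 to 2.21 for Egr1 at P14.

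Among 35 splits of the arrays of an age, the real one included, or 100 joint splits, chance cannot be excluded for the P6 count (6 of 35 with as many; 2 against 651 in a split that sets rds and WT P6 replicates 1 and 2 together, which points to a structure of the samples; these splits do not keep the P6 pairs), those changed at P14 and not at P21 (6 of 100; 448 against 1976) or different between the ages (5 of 100; 4 against 1170), nor for the numbers of lists past camera at P6 (33 of 35; 1 against 5), P9 (21; 4 against 9), P14 (9; 8 against 9) and P21 (4; 9 against 11). It can for P21 (1 of 35; 1894 against 28) and the union (1 of 100; 2343 against 1977). For both ages (339 against 0) and all 3 (1 against 0) the regroupings decide nothing. The other splits of the P21 arrays called at most 28, so they had almost nothing to share with P14.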

Differences from the paper's values

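Counts are set beside the paper's at its stated thresholds, an adjusted p of at most 0.05 and a fold of at least 2, by limma in place of its 2-way ANOVA and with a filter of its own, since the paper states none. No test in this part was chosen after the result was seen.

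At P6 the paper's count is 154 and the count here is 2. Of the alternatives set before the values per array were examined, array weights (204) comes within 1.5 times of the paper's value, and no filter (28), a log2 value of 7 (1), quantile normalization (2), a median shift (2), the arrays of that age (0), the P6, P14 and P21 arrays (2), an intensity trend (2), the replicate block (2), the ANOVA by its genotype term (73) or the smaller of its terms (93) and no fold threshold (2) do not. At P21 the paper's count is 1190 and the count here is 1894. No filter (1441), a log2 value of 7 (1155) and the ANOVA by its genotype term (1070) or the smaller of its terms (1158) come within that range, and quantile normalization (2063), a median shift (1904), the arrays of that age (2259), the P6, P14 and P21 arrays (1791), an intensity trend (1907), array weights (2482), the replicate block (1962) and no fold threshold (2387) do not.

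In the paper's Table S1, 5 probe sets are at least 2-fold in the same direction at P6, P14 and P21, counted by the listed fold alone. Here 1 was changed at all 3, where an adjusted p of at most 0.05 was also needed at each age. The counts thus rest on different criteria. None of the alternatives comes within 1.5 times of the 5 in Table S1. The count was 0 with the arrays of that age, 13 with array weights, 23 by either reading of the ANOVA, and 1 with the others. The ANOVA p is shared by the ages, so between them its count rests on the fold.

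For Egr1 at P21 the array bar of the paper is about 9.1-fold in Fig. 4A, read by eye, and the value here is 14.4-fold. The alternatives with all arrays of that age gave 14.4 to 15.5, and none comes within 1.5 times of the bar. Leaving out 1 array gave log2 values from 3.60, without rds P21 replicate 4, to 4.07, and the lowest of these does come within it. The paper's Table S1 gives a log2 value of 3.76 for Egr1 at P21, against 3.85 here.

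The paper states that Egr1 expression on the arrays rose with each age from P6. Here the difference between rds and WT was 0.09 at P6, 2.16 at P9, 1.95 at P14 and 3.85 at P21, and the rds level itself was 10.07 at P6 and 10.56 at P21. The paper states that few genes had lasting changes and that nearly all dysregulated genes were back at WT levels by P21, the first of the arrays and the second of the qPCR genes. Here 787 probe sets were changed at P14 and 1894 at P21, but the order turned without WT P14 replicate 3 (2179 and 1992). The ANOVA gave 1183 and 1070 by its genotype term, and 1192 and 1158 by the smaller of its terms. Its p is the same at both ages, so that order rests on the fold alone. Of the 448 changed at P14 and not at P21 a test of the difference between the ages called 0 (limma; 4 of all probe sets passed, 0 to 310 over the other settings, and 1640 of all probe sets had an unadjusted p under 0.05 for that difference). Of the 2343 probe sets changed at 1 or more of the 3 ages, 1555 were changed at P21 and not at P14. The genes of Figure 3 are reported as higher in rds at P14 by qPCR of whole retina, while on the arrays of sorted rods Abcg1 (-1.35), Abcg4 (-1.53), Plch2 (-2.84) and Srebf1 (-2.07) were lower at that age, and the paper's Table S1 also lists Abcg1 as lower (-1.48). The materials differ, so the values are not the same measure.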

Other observations

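No test in this part was chosen only after the result was seen.

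Genes that the paper follows by qPCR in whole retina have these values on the arrays of sorted rods. The paper reports 10 genes with Figure 3 as higher in rds retina at P14. In sorted rods, of the 12 genes named with that figure, 4 fell at P14 and 0 rose (5 fell over the list alone), and 8 fell and 1 rose at P21 (the same over the list alone), a list the study chose in part on these samples and so not independent evidence (camera adjusted p = 0.00469 and 8.11e-05, and adjusted p = 0.647 and 0.281 with an estimated correlation). At P14, Dctn1 was at -0.70, Impdh1 at -1.50, Dnm1 at -1.18, Rpgr at -0.85 and Rpgrip1 at 0.14, with adjusted p from 0.0678 to 0.816. Dctn1 (-1.53) and Impdh1 (-1.73) fell at P21. At P9, 8 of the 12 rose (8 over the list alone). Mef2c, for which the paper reports lasting decrease, was at 0.14 at P14 and -0.79 at P21 by its brightest probe set (adjusted p = 0.893 and 0.240), and at P21 -0.96 (adjusted p = 0.0380) and -1.23 (adjusted p = 0.00551) by the other probe sets tested, while the paper's Table S1 lists -1.60 and -1.41 for Mef2c at P21. Nrl was at -0.21 and -0.77 (adjusted p = 0.764 and 0.124).

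Photoreceptor transcription factors fell in 4 of 13 cases at P21 (4 over the list alone; camera adjusted p = 0.0810), among them the orphan receptor Esrrb (-2.32, SE 0.46, adjusted p = 0.00129) and the retinal repressor Samd11 (-1.29, adjusted p = 0.00893). Of the growth factors and cytokines listed beforehand, Tgfb2 rose at P21 (2.20, SE 0.30, adjusted p = 2.39e-05, n = 4 per genotype), with 7.35 (SD 0.34) in rds and 5.15 (SD 0.32) in WT rods. The other Tgfb2 probe sets tested did not pass at P21 (0.66, adjusted p = 0.116, and 0.69, adjusted p = 0.0864). Bdnf was at -0.24 at P21 (adjusted p = 0.681), and Gdnf, Gfra1, Cntfr, Tgfb1, Tgfb3, Tnf, Il6 and Il10 were below the level needed for a test, with means of 2.34 to 2.83 at P21. Cntf, which Figure 6 reports as higher by qPCR, shares its probe set with other genes and was not analysed here.

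Across probe sets the rds minus WT differences at P14 and P21 were alike (r = 0.539), while those at P9 ran against both (r = -0.522 with P14 and -0.259 with P21). Of the probe sets changed at P9 and P21, 388 were changed in opposite directions and 80 in the same one, and for P9 and P14 the numbers were 292 and 5. Changed in the same direction at P9, P14 and P21 were 4 probe sets: Egr1 and Arhgap31, higher in rds, and Pla2g7 and 1 with a provisional name, lower in rds.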
